A study of Mus musculus with 5 samples. Its data were reported in "The telomere binding protein Pot1 maintains haematopoietic stem cell activity with age" (2017).

How the data were processed

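The samples were long-term haematopoietic stem cells (LT-HSCs; lineage-negative, Sca-1+, c-Kit+, CD48-, CD150+) from the bone marrow of C57BL/6J mice aged 10 or 60 weeks. Per the labels, the cells were cultured for 3 days in serum-free medium with 100 ng/mL stem cell factor and 100 ng/mL thrombopoietin, and LT-HSCs were sorted again before RNA was taken. A recombinant protein was present during culture. It was a membrane-translocating motif alone (control), that motif fused to the telomere-binding protein Pot1a (M-Pot1a), or the motif fused to Pot1a without its DNA-binding OB-fold domains (dOB-Pot1a). RNA was measured on Affymetrix Mouse Gene 2.0 ST arrays. The labels and the study's methods name different kits for RNA isolation and labelling, and which of them was used could not be settled here. There were 5 arrays and 5 groups, with 1 array in each. No group was replicated, and the number of arrays limits the precision of every value.

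The deposited values are linear-scale probe set intensity. According to the study's methods, which describe the arrays of the older cells, the authors summarised the signals by RMA in Affymetrix Expression Console with quantile normalization and used log2 values. The deposited numbers had a median intensity of 35.1 to 36.4 per array, too high for a log2 scale, so log2 was taken here and no further scaling was applied. Of 34365 probe sets, 23521 had 1 gene symbol, 1814 had several and 9030 had none listed. Probe sets with 1 symbol covered 22180 genes. For 1082 genes with more than 1 probe set, the probe set with the highest mean over all arrays was kept. Symbols were compared with the RefSeq table of GRCm38.p6 through Entrez IDs for 23328 probe sets and none differed. Identical values on different arrays were frequent: 71.0% of probe sets had the same value on at least 2 arrays and 4.92% on all 5.

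The comparisons, gene lists, tests, rule for named genes and main alternatives were set before the data were examined. The comparisons of 2 arrays were M-Pot1a against control at each age, dOB-Pot1a against control at 10 weeks, M-Pot1a against dOB-Pot1a at 10 weeks, and 60-week control against 10-week control. Genes were counted at a log2 difference of 1 or more in size if the higher array reached the median of all probe sets, log2 5.16, an intensity of 35.8. The other array of such a gene could lie under that level. Values under it were not shown to exceed background, so folds and differences that use them are not exact. No p-value was attached to a difference of 2 arrays. For each comparison with control and for age, up to 10 genes with the largest difference in each direction were named. For M-Pot1a, up to 10 genes in each direction with the largest value of the smaller of the 2 ages' differences were named as well. Predicted genes, clone names, small RNAs, chemosensory receptors and antigen receptor segments were counted but not named. Members of a gene list could be named as examples, at most 4 per list by size of difference. Members of the telomere, sort marker and sex-specific lists, with Mtor and Rptor, could be named whatever their difference.

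There were 32 gene lists, drawn up from general knowledge of blood cells and of the processes the study addresses. For each list the median log2 difference of its measured genes was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. A median below percentile 2.5 or above percentile 97.5 is called outside the random range. The percentile describes these arrays and is not a replicate test. On simulated data, 11 of 200 lists without a shift and 158 of 200 lists of 40 genes with a log2 shift of 0.1 were outside that range. For single genes, 97 of 200 simulated changes of log2 1 and 198 of 200 of log2 2 were counted, with 0 unchanged genes. The simulated values had no ties, independent genes and the same noise for all genes of an expression bin. These arrays differ in that, so the simulated rates need not hold for them. Tied values narrow the range of random lists, and medians very close to 0 can then lie outside it.

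Differences were correlated across 22180 genes, which are not independent replicates. Where 2 differences shared an array, the correlation was set beside the mean of 100 simulations without any effect. Reactome sets from fgsea 1.28.0 with 15 to 200 measured genes were scanned by the median log2 difference, standardized by 1000 matched random lists. A total of 667 sets gave a value and 13 were left out because all their random medians were tied. An additive model of age and treatment was fitted over all 5 arrays with limma 3.58.1 in R 4.3.3 for 12644 genes with a mean at or above log2 5.16. The dOB-Pot1a array had its own term, which left 1 residual degree of freedom, and two-sided p-values were adjusted by Benjamini-Hochberg. The other steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and matplotlib 3.10.9 for the figures.

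On simulated data with equal noise in all genes, the limma fit recovered 100 of 100 changes of log2 1 and called 24 unchanged genes. With noise as uneven as that estimated from these arrays it recovered 0 of 100 at log2 1 and 0 of 100 at log2 2. Alternatives covered the fold threshold, the level filter, the scaling between arrays, the summary of probe sets, the reference array at 10 weeks, mean in place of median, rank correlation and the limma settings. Further alternatives were chosen after seeing the data and are named as such. Probe sets without exactly 1 symbol were left out of the comparisons because they could not be assigned to a gene.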

Results

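Gene expression was measured in LT-HSCs from mice of 2 ages after culture with control protein, M-Pot1a or, at 10 weeks only, dOB-Pot1a. Each of the 5 groups had 1 array without replicates, so the differences below describe single arrays. Intensities had medians of 36.4, 36.1 and 35.9 for control, M-Pot1a and dOB-Pot1a at 10 weeks, and of 35.1 and 35.2 for control and M-Pot1a at 60 weeks. Log2 values of any 2 arrays correlated across probe sets at 0.992 to 0.997.

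The sorted cells carried stem cell transcripts on every array. Kit, the stem cell factor receptor used in the sort, had log2 values of 11.81 or higher on all arrays. Slamf1, which encodes CD150, was higher at 60 weeks (9.81 and 9.66) than at 10 weeks (8.55, 8.84 and 8.83). Cd48, whose protein the sorted cells lack, was above the level filter on all arrays, at 6.18, 6.51 and 6.35 at 10 weeks and 5.66 and 5.57 at 60 weeks. Cd34 was lower at 60 weeks (9.30 and 9.58) than at 10 weeks (10.30, 10.14 and 10.37). The T cell and neutrophil markers Cd3e, Cd4, Cd8a and Ly6g stayed below the log2 value of 5.21 on all arrays. Itgam, a myeloid marker of the lineage mix, had values of 4.85, 5.53 and 5.72 at 10 weeks and of 5.92 and 5.97 at 60 weeks. Pot1a transcript was level at 8.12 to 8.14. Proteins, not genes, were added to the cultures, so this transcript does not check which protein a culture received.

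The arrays also separated by sex-specific transcripts. Xist, the RNA that silences an X chromosome in female cells, had log2 values of 4.13, 3.65 and 4.45 on the 10-week arrays and of 10.26 and 10.32 on the 60-week arrays. The Y-linked genes Eif2s3y, Kdm5d and Uty were between 7.56 and 8.43 at 10 weeks and between 3.50 and 4.91 at 60 weeks. The labels describe all mice as female, whereas the study's methods exempt the arrays from the use of female animals. Every comparison of the 2 ages therefore also compares arrays with opposite Xist and Y-linked patterns, whereas comparisons within an age do not.

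**Figure D1:**
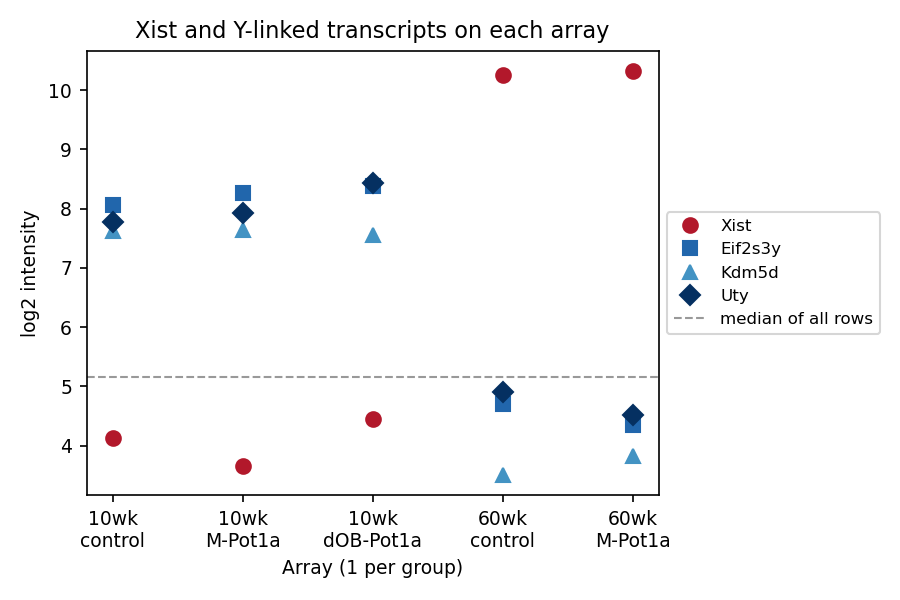
Log2 intensity (y axis) of Xist and 3 Y-linked genes on each of the 5 arrays (x axis, 1 point per gene and array), with a dashed line at 5.16, the median of all probe sets. Xist is at 4.45 or lower on the 10-week arrays and at 10.26 or higher on the 60-week arrays, and the Y-linked genes show the opposite order.

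The first question was what M-Pot1a changes in LT-HSCs of 60-week mice, where the study described lower respiratory, Myc, E2F, replication and repair programmes and a shift from myeloid to stem cell genes. The study drew on gene set enrichment with predefined sets and, for the myeloid bias, also on transplants of aged cells. It also measured lower reactive oxygen species in aged cells that overexpressed Pot1a. The values here are medians of other gene lists, so a median near 0 does not contradict the study's result. Transcripts of oxidative phosphorylation were slightly lower with M-Pot1a than with control. Of 70 nuclear genes of the respiratory chain and ATP synthase, 52 were lower, 9 were higher and 9 were tied, with a median log2 difference of -0.04 at percentile 0.02 of random lists. Among the members with the largest differences, Atp5g1 was at -0.31 and Atp5h at -0.21, and Atp5j2 and Atp5d went the other way at 0.49 and 0.29. The mitochondrially encoded genes were also lower, 8 of 10, with a median of -0.10 at percentile 0.05, led by ND3 at -0.30 and ND4L at -0.21. LT-HSC identity genes were slightly higher, 25 of 40 members with a median of 0.04 at percentile 99.96.

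Within the LT-HSC identity list, Tcf15, a transcription factor linked to quiescent stem cells, differed by 0.48 and Cd34 by 0.28, while Hoxb5 and Gfi1 differed by -0.35 and -0.33. The median of 33 myeloid genes was 0.00 at percentile 48.1, with 15 higher, 12 lower and 6 tied, and the oxidase subunits Ncf1 and Ncf4 differed by 0.36 and 0.35 towards M-Pot1a. Myc targets had 17 members higher and 18 lower (median 0.00, percentile 57.6), and E2F targets had 24 higher and 28 lower (median 0.00, percentile 54.9). Of 64 DNA damage and repair genes, 19 were higher and 26 lower (median 0.00, percentile 47.9). For the mitosis list, 11 were higher and 22 lower with a median at percentile 11.0. Many members were tied, and the means of these lists were 0.045 for myeloid genes, 0.011 for Myc targets, -0.014 for E2F targets, -0.028 for DNA damage and repair genes and -0.030 for mitosis genes. The kinase gene Mtor had an identical log2 value of 8.44 on both 60-week arrays, and Rptor, its partner in mTORC1, had 9.37 on both. The study reported lower Mtor and Rptor in young and aged cells that overexpressed Pot1a. Protein was added here instead, so these tied values do not test that result. At 10 weeks Mtor was 8.35 with M-Pot1a against 8.45 in control and 8.44 with dOB-Pot1a, and Rptor was 9.37 against 9.36 in control.

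Other groups differed as well at 60 weeks. Of 35 interferon response genes, 25 were higher with M-Pot1a (median 0.08, percentile 99.96), with Stat2 at 0.53, Oas2 at 0.41 and Ifit1 at 0.38. The member with the largest difference, Ifi204, was lower at -0.86, with both values under the level filter. Of 28 p53 targets, 17 were higher and 4 lower (median 0.04, percentile 98.6). The sort marker list had a median of 0.07 (percentile 99.0; 9 of 12 higher). It mixes markers the sort selects for with markers it selects against, so its median does not describe the sorted phenotype. Kit and Slamf1, which are selected for, differed by 0.04 and -0.15. HSC ageing genes had a median of -0.02 (percentile 1.13; 22 of 35 lower), with Clu at -0.94 and Osmr at -0.54 but Mt2 at 0.74 and Gstm2 at 0.52. Replication-dependent histones had a median of -0.05 (percentile 0.98; 11 of 21 lower). Among telomere genes, Terf2ip, a shelterin component, was 8.30 against 7.85, Stn1 was 6.46 against 6.02 and Tert was 6.22 against 5.94, and the list of 17 was inside the random range with a median at percentile 19.4.

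Single genes with a 2-fold difference at 60 weeks were few. Of 12830 genes past the level filter, 6 were higher and 13 lower with M-Pot1a. The named ones that were higher were Klk1b11, a kallikrein protease (log2 5.38 against 4.15, 2.35-fold), and Islr (5.50 against 4.50, 2.01-fold). Lower were Slc22a13b, of the organic ion transporter family (4.48 against 6.00, 2.88-fold), Khdc1a (3.87 against 5.30, 2.68-fold), the interferon-inducible GTPase gene Gbp4 (5.53 against 6.75, 2.32-fold) and Lce3a (4.21 against 5.25, 2.05-fold). Except for Gbp4, the lower value was under the level filter and not shown to exceed background, so these folds are not exact. The total of 19 became 59 without the filter and 1 with the filter at percentile 75. At 1.5-fold the balance turned, with 55 genes higher and 47 lower. A total of 2480 genes, 19.3%, had identical values on both 60-week arrays.

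**Figure D2:**
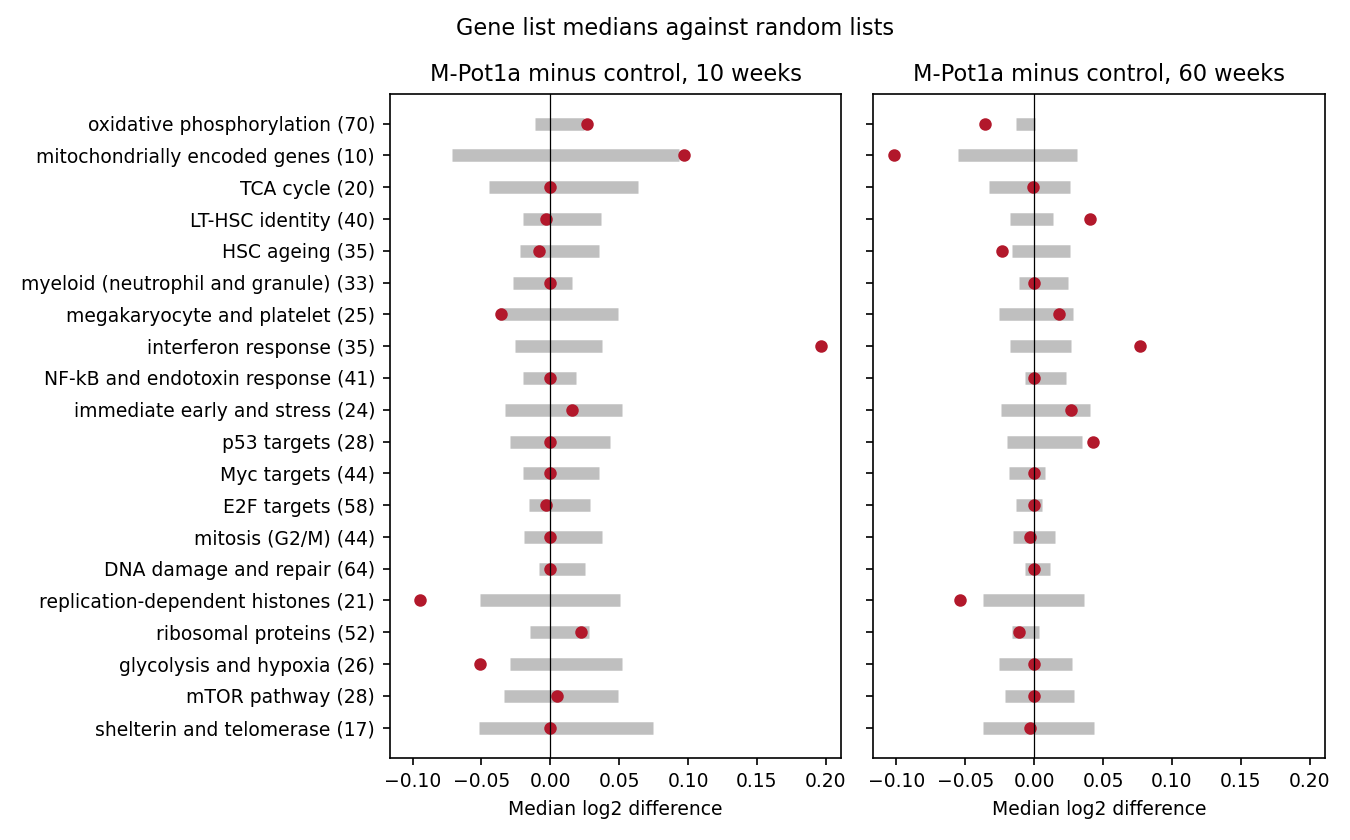
Median log2 difference, M-Pot1a minus control (x axis), of 20 gene lists with the number of measured genes in brackets, at 10 weeks (left) and 60 weeks (right). Points are the list medians and grey bars the central 95% of random matched lists; the oxidative phosphorylation point is at 0.03 on the left and -0.04 on the right, and the interferon point is at 0.20 and 0.08.

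The same protein was then compared with control at 10 weeks, to ask whether cells of young mice respond. Interferon response genes were higher with M-Pot1a, 30 of 35 members with a median log2 difference of 0.20 at percentile 100 of random lists, a change of 14.6%. Iigp1, Rtp4, Isg15 and Ifit1, which are induced by interferons, differed by 0.69, 0.68, 0.63 and 0.57. Oxidative phosphorylation genes were slightly higher here, 41 of 70 with a median of 0.03 (percentile 98.1), with Ndufab1 at 0.35 and Cox7c at 0.32 but Atp5j2 at -0.30 and Atp5h at -0.27. The mitochondrially encoded genes had a median of 0.10 (percentile 97.9; 6 of 10 higher), and glycolysis and hypoxia genes a median of -0.05 (percentile 0.55; 19 of 26 lower), with Ndrg1 at -0.32 and Hk2 at -0.30.

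Replication-dependent histones were lower at 10 weeks (median -0.09, percentile 0.28; 13 of 21). The LT-HSC identity list had a median of -0.00 at percentile 10.3. The myeloid list had a median of 0.00 at percentile 52.2, and Itgam was 5.53 against 4.85. Against the dOB-Pot1a array in place of control, an alternative chosen after seeing the data, the median was -0.01 for interferon genes, 0.13 for histones and 0.00 for glycolysis and hypoxia genes (percentile 62.9). These 3 calls at 10 weeks were thus not seen without the control array. A difference from control shared by both proteins would also vanish here, so this comparison cannot tell it from a deviant control array. The 10-week control array had 71 genes at least 1.5-fold away from all 4 others, against 4 to 29 genes for each other array.

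At the 2-fold threshold, 7 genes were higher and 6 lower with M-Pot1a at 10 weeks among 12979 genes. Named genes that were higher were Mterf1b, of the mitochondrial transcription termination factor family (log2 6.85 against 5.58, 2.42-fold), the zinc finger genes Zfp932 (2.36-fold) and Zfp97 (2.04-fold), and Akr1c12, an aldo-keto reductase (2.15-fold). Lower were Trim43c (4.31 against 5.73, 2.67-fold), Pramel34 (5.94 against 7.16, 2.33-fold), Gsdmcl2 (2.23-fold) and Pbld2 (2.01-fold). The lower value was under the level filter for Zfp932, Akr1c12, Trim43c, Gsdmcl2 and Pbld2, whose folds are therefore not exact. With the mean of the 10-week control and dOB-Pot1a arrays as reference, the 13 genes became 3. At 1.5-fold 97 genes were higher and 51 lower, and at 2-fold without the level filter 19 were higher and 34 lower.

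Differences from control at both ages were small and mostly unshared. With clone names and the other classes not named left out, the genes higher with M-Pot1a at both ages by the largest margin were Ces2d-ps (log2 0.50 at 10 weeks and 0.56 at 60 weeks), Zfp867 (0.74 and 0.46), Smyd4 (0.49 and 0.45), Il18bp, a secreted inhibitor of interleukin 18 (0.46 and 0.45), and Tmem250-ps (0.57 and 0.44). Next were Tfb2m, a mitochondrial transcription factor (0.62 and 0.42), Ifit1 (0.57 and 0.38), Gdap2 (0.48 and 0.37), Rpl39l (0.65 and 0.37) and B3gnt8 (0.50 and 0.36). Lower at both ages were Speer4a (-0.43 and -0.45), H2-Q1 (-0.41 and -0.40), Lpar4 (-0.51 and -0.40), the granzyme gene Gzmb (-0.40 and -0.41) and Psapl1 (-0.36 and -0.64). Carmil1, Dnajc28, Rtl6, Fbxw23 and Alox12 followed, with differences at 60 weeks of -0.34, -0.36, -0.33, -0.40 and -0.46.

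At 1.5-fold, 1 of 12617 genes differed in the same direction at both ages and 3 in opposite directions. Their names were looked up after their values were seen: F830016B08Rik was higher at both ages (0.75 and 0.82), Mir1932 (-0.83 and 1.03) was lower and then higher, as was Olfr1337 with 0.87 at 60 weeks, and Mir467e (0.70 and -0.76) was higher and then lower. Independent lists would share 0.317 genes higher and 0.0515 lower at both ages, and would hold 0.183 genes higher and then lower and 0.0892 lower and then higher. Across 22180 genes, the differences at the 2 ages had a Pearson correlation of -0.0764 and a Spearman correlation of -0.0578, where simulations with no effect gave a value near 0 with an SD of 0.00796.

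**Figure D3:**
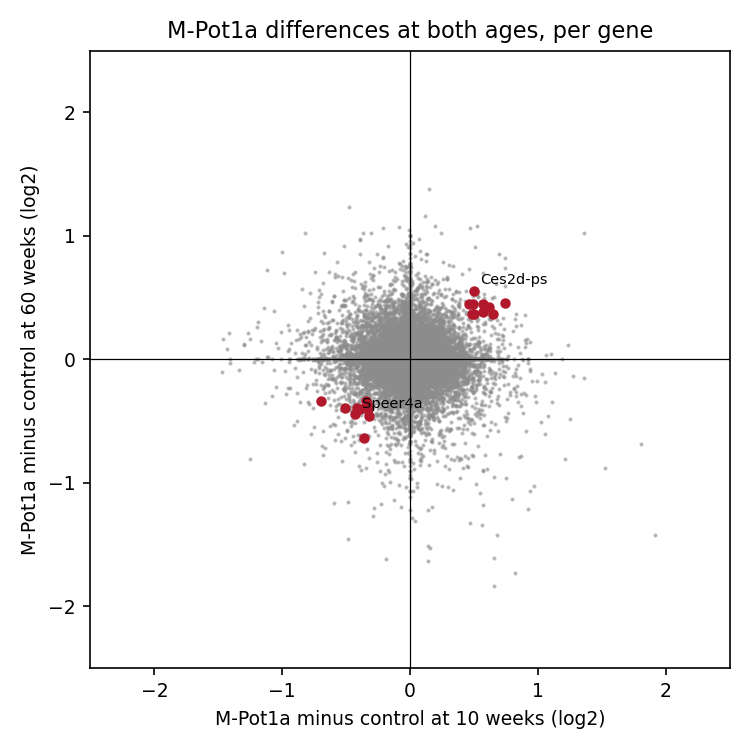
Log2 difference between M-Pot1a and control for each gene at 10 weeks (x axis) and 60 weeks (y axis), 1 grey point per gene, with the named genes that differ in the same direction at both ages in red. The cloud has a weak inverse trend (Pearson r -0.0764), and the red points, such as Ces2d-ps at 0.50 and 0.56, lie close to its edge.

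The protein without its DNA-binding domains was compared with control to ask which differences need those domains. With dOB-Pot1a, immediate early genes were higher, 18 of 24 with a median of 0.14 (percentile 99.9). Egr1, a transcription factor induced by growth factors and stress, was 7.43 against 6.23 (2.30-fold), and Zfp36, Klf6 and Jun differed by 0.84, 0.82 and 0.63. Proliferation genes were lower. E2F targets had a median of -0.07 (43 of 58 lower; percentile 0), with Lmnb1 and Chaf1a both at -0.42 though Tipin was at 0.44 and Gins1 at 0.42. Myc targets had a median of -0.06 (32 of 44 lower; percentile 0.01), with Hspd1 at -0.41 and Pa2g4 at -0.34 but Tfb2m, the member with the largest difference, at 0.62. Mitosis genes had a median of -0.04 (28 of 44 lower; percentile 0.02), with Nuf2 at -0.61 and Aspm at -0.38 but Ttk higher (8.05 against 7.70).

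Further lists also differed between dOB-Pot1a and control. Interferon response genes had a median of 0.22 (30 of 35 higher; percentile 100), with Isg15 at 0.63 and Gbp5 at 0.62, and histones a median of -0.29 (13 of 21 lower; percentile 0), with H2ac15 at -1.55 and H2ac20 at -0.74 but H4c1 at 0.63, with both values under the level filter. The medians of p53 targets (0.08, percentile 99.0), LT-HSC identity genes (0.06, percentile 97.51), sort markers (0.08, percentile 97.6), NF-kB and endotoxin response genes (0.04, percentile 98.4) and sex-specific transcripts (0.32, percentile 99.1) were above the random range. The TCA cycle list (-0.04, percentile 2.03) and the glycolysis and hypoxia list (-0.02, percentile 1.80) were below it.

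A 2-fold difference from control was found for 22 of 12965 genes with dOB-Pot1a, 14 higher and 8 lower. Named genes that were higher were Zfp932 (2.69-fold), Mterf1b (2.66-fold), Egr1 (2.30-fold), Platr25 (2.25-fold), Serpina1e (2.12-fold), Zfp867 (2.08-fold), Zfp119a (2.05-fold), the endocytic adaptor gene Fcho2 (9.30 against 8.27, 2.05-fold) and Ccl3, a chemokine (2.01-fold). Lower were H2ac15 (2.93-fold), Pramel34 (2.66-fold), the ribosomal protein gene Rpl3 (7.89 against 9.17, 2.43-fold), Taar8c (2.13-fold) and Btbd35f1 (2.07-fold). Folds of Zfp932, Platr25, Serpina1e, Zfp867, Ccl3 and Taar8c are not exact, since their lower value was under the level filter. All of these values rest on the same 10-week control array. Differences of M-Pot1a and dOB-Pot1a from the shared control correlated across genes at 0.716, against 0.50 in simulations with no effect. Those gave all arrays the same noise; a control array noisier than the others raises the correlation by itself, so the higher value does not show agreement between the proteins.

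The comparison of both proteins with each other does not use the control array. Egr1 was lower with M-Pot1a than with dOB-Pot1a (5.82 against 7.43, 3.07-fold), as were Ccl3 (2.01-fold), Platr25 (2.05-fold), Mir709 (2.15-fold) and Olfr503 (2.21-fold), and 1700091H14Rik was higher (2.31-fold). These were all 6 genes with a 2-fold difference among 12840, listed after their values were seen, and the lower value was under the level filter for Ccl3, Platr25, Olfr503 and 1700091H14Rik. Immediate early genes were lower with M-Pot1a, 18 of 24 with a median of -0.13 (percentile 0), among them Zfp36 at -0.77, Jun at -0.64 and Fos at -0.60. LT-HSC identity genes were lower too, 25 of 40 with a median of -0.10 (percentile 0), among them Hlf at -0.39, Robo4 at -0.38 and Prdm16 at -0.34.

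Proliferation genes were higher with M-Pot1a than with dOB-Pot1a. The medians were 0.05 for E2F targets (36 of 58 higher), 0.05 for Myc targets (30 of 44 higher), 0.08 for mitosis genes (31 of 44 higher) and 0.13 for histones (11 of 21 higher), all at percentile 100, with Ccna2 at 0.38 and Ccne1 at 0.35 but Hk2 at -0.30 and H4c8 at -0.47. Mitochondrially encoded genes (0.08, percentile 99.0), heat shock and unfolded protein genes (0.03, percentile 99.4), apoptosis and senescence genes (0.02, percentile 98.8), oxidative phosphorylation genes (0.01, percentile 99.7) and DNA damage and repair genes (0.00, percentile 99.7) were above the random range. Myeloid genes (-0.01, percentile 0.65) and sex-specific transcripts (-0.31, percentile 0.20) were below it. Tied values had narrowed the random range of myeloid genes to 0.00 at both ends, and its upper end was 0.00 for DNA damage and repair genes. Medians barely off 0 therefore lay outside it. The HSC ageing list had a median of 0.01 at percentile 99.1 but a mean of -0.02. The interferon list had a median of -0.01 at percentile 14.0.

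Age was compared between the control arrays, to show what differs in older stem cells before any Pot1a protein. Genes of HSC ageing were higher at 60 weeks, all 35 members with a median log2 difference of 0.90, a change of 87.1% at percentile 100 of random lists. Plscr2, of the phospholipid scramblase family, was 9.90 against 7.58 (5.01-fold), and Selp, the adhesion molecule P-selectin, was 10.48 against 8.31 (4.49-fold). Cavin2 and Nupr1 differed by 1.72 and 1.64. Interferon response genes were also higher in all 35 members (median 0.52, a change of 43.1%, percentile 100), with Iigp1 at 1.33, Zbp1 at 1.32, Isg15 at 1.26 and Rtp4 at 1.23. Each of these lists differed together with the Xist and Y-linked pattern, so age and the sex of the arrays are not separated.

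Further lists differed between the control arrays. Immediate early genes had a median of 0.20 (18 of 24 higher; percentile 99.99), with Egr1 at 0.89, Fosb at 0.82 and Fos at 0.78. Oxidative phosphorylation genes had a median of 0.07 (53 of 70 higher; percentile 99.8), with Ndufab1 at 0.48 and Ndufs8 at 0.41 but Atp5j2, the member with the largest difference, at -0.79. Myeloid genes were lower (median -0.11, 23 of 33 lower; percentile 0.18), with Nkg7 at -0.60 and Ncf1 at -0.58, although Itgam was at 1.07. In the M-Pot1a arrays, compared after seeing the data, the median was 0.00 for myeloid genes and 0.00 for oxidative phosphorylation genes (25 higher and 26 lower; percentile 34.4). Sort markers had a median of -0.26 (9 of 12 lower; percentile 0), and the sex-specific list a median of -3.11 (percentile 0). The LT-HSC identity list had a median of 0.05 inside the random range (percentile 90.7), with Neo1 at 1.60, Slamf1 at 1.26 and Vwf at 1.17 but Cd34 lower (9.30 against 10.30).

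With age, 92 genes were at least 2-fold higher and 26 lower among 13003. Beside Xist (70.0-fold), Plscr2 and Selp, the named genes that were higher were Mab21l2 (8.56 against 4.68, 14.7-fold), Gbp4 (6.75 against 3.81, 7.67-fold), Tc2n (7.30 against 4.65, 6.28-fold), Clca3a1 (4.46-fold), Phf11d (4.33-fold), Khdc1a (4.15-fold) and Apol9b (3.55-fold). Beside Kdm5d (17.4-fold), Eif2s3y (10.2-fold) and Uty (7.25-fold), the named genes that were lower were Pramel34 (2.87-fold), Alox5, which starts leukotriene synthesis (6.12 against 7.52, 2.64-fold), the actin-severing gene Scin (2.62-fold), Klk1b11 (2.42-fold), Islr (2.31-fold), Smok4a (2.30-fold) and Unc93a (2.24-fold). Where the lower value was under the level filter, as for Xist, Gbp4, Mab21l2, Tc2n, Clca3a1, Phf11d, Khdc1a, Kdm5d, Eif2s3y, Uty, Klk1b11, Islr, Smok4a and Unc93a, it was not shown to exceed background, so the fold is not exact. Of these 118 genes, 4 were X-linked and 3 Y-linked, and after seeing the data the count was repeated without both chromosomes, which left 111. With the mean of the 10-week control and dOB-Pot1a arrays as reference there were 73. The X-linked ones, looked up after their values were seen, were Xist, Bex2 (2.65-fold), Adgrg2 (2.29-fold) and Tmem47 (2.23-fold).

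The age difference was then measured in the M-Pot1a arrays, which the control comparison does not use, a step chosen after seeing the data. Between them 60 genes were at least 2-fold higher and 16 lower at 60 weeks. They shared 43 higher and 4 lower genes with the controls and 0 in opposite directions, where independent lists would share 0.435 and 0.0328. The 4 lower genes, read after their values were seen, were Kdm5d, Eif2s3y, Uty and Scin. Plscr2 differed by 2.29, Selp by 2.15 and Tc2n by 2.53 in the M-Pot1a arrays, and the HSC ageing median was 0.80 (34 of 35 higher). The interferon median was 0.50 (32 of 35 higher). Gbp4 differed by 0.80 there against 2.94 in controls, and Khdc1a by -1.29 against 2.05. Of the autosomal genes named as lower with age in controls, Scin differed by -1.44, but Smok4a by -0.59, Alox5 by -0.43, Pramel34 by -0.32, Islr by -0.20, Unc93a by -0.05 and Klk1b11 by 0.44.

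**Figure D4:**
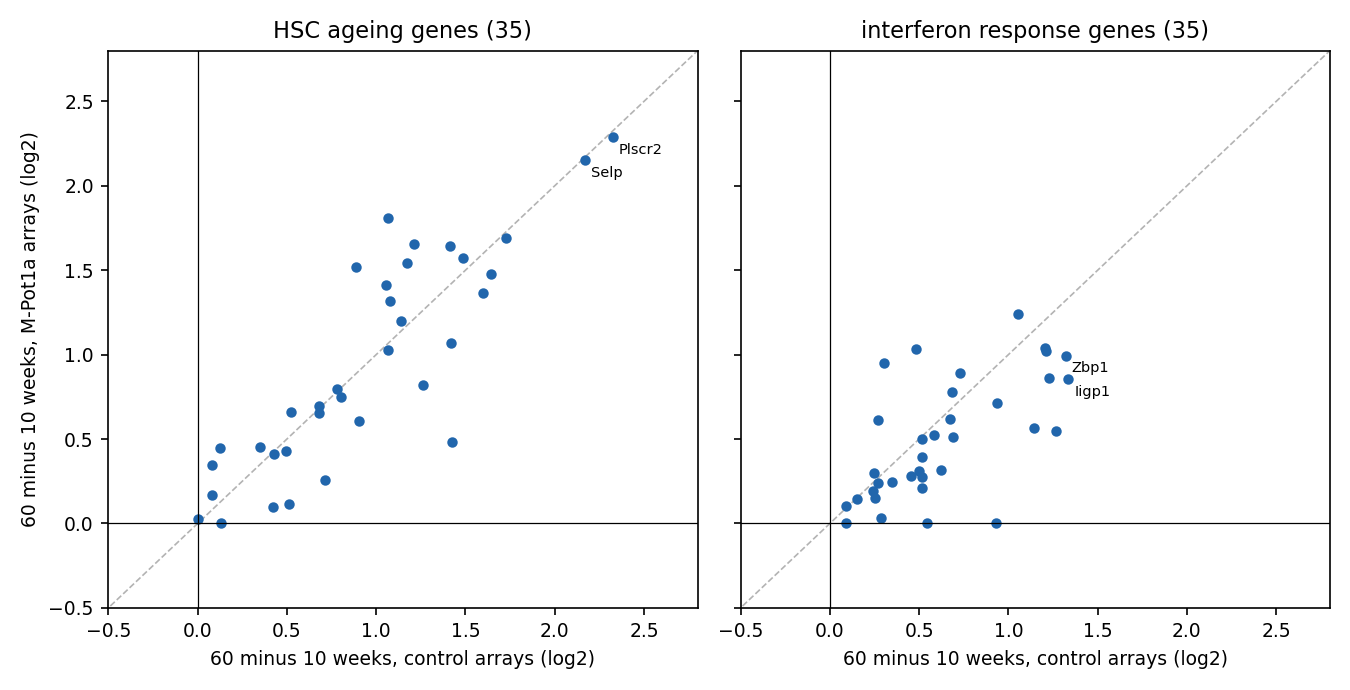
Log2 difference between 60 and 10 weeks in the control arrays (x axis) and in the M-Pot1a arrays (y axis) for 35 HSC ageing genes (left) and 35 interferon response genes (right), 1 point per gene, with a dashed line of equal values. Points lie at or above 0 on both axes, and Plscr2 is at 2.33 and 2.29.

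Whether M-Pot1a at 60 weeks turns age differences back was examined across all genes. Of the genes named for age, Gbp4 (2.94 with age and -1.22 with M-Pot1a), Khdc1a (2.05 and -1.42) and Klk1b11 (-1.27 and 1.23) differed in opposite directions, whereas Eif2s3y (-3.36 and -0.35), Uty (-2.86 and -0.39) and Xist (6.13 and 0.07) did not. All the examples were picked after their values were seen, and both differences use the 60-week control array. Across 22180 genes the differences correlated at -0.402, but arrays with no effect that share the 60-week control gave -0.50. The covariance was -0.0208 against -0.0212 in those simulations. Their noise was pooled over both ages, and M-Pot1a and control differed more at 10 weeks (SD 0.206) than at 60 weeks (SD 0.191). The simulated value may thus be too inverse for the 60-week arrays, so it does not show what the shared array alone gives. Against the age difference between the M-Pot1a arrays, which shares the 60-week M-Pot1a array, the correlation was 0.441 where simulations gave 0.499. The simulations gave all arrays the same noise and held no age difference. A true age difference weakens both correlations whatever M-Pot1a does, so neither departure answers the question. Whether age differences are turned back was not settled by these arrays.

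The additive limma fit joined both ages to test M-Pot1a and age over all arrays. Plscr2 and Selp were called for age only in the alternative fit with the dOB-Pot1a array counted as a control. There they differed by 2.32 and 2.15 at a limma adjusted p of 0.0378, higher on both 60-week arrays. In the fit as set out, limma called 0 of 12644 genes for M-Pot1a, with 487 genes at an unadjusted p under 0.05 (3.85%), and 0 for age, with 1235 genes (9.77%). The smallest adjusted p was 0.841 for M-Pot1a and 0.477 for age. With noise as uneven as in these arrays the simulated fit recovered no change either, so these counts of 0 do not limit how many genes differ.

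A scan of Reactome sets placed respiration and late mitosis at the low end for M-Pot1a at 60 weeks. Respiratory electron transport with ATP synthesis had a median log2 difference of -0.04 over 89 genes, a standardized value of -15.0, and the combined TCA cycle and electron transport set had -0.02 over 123 genes (standardized -14.7). At 10 weeks, their standardized values were 3.40 and 0.28. Mitotic Anaphase (-17.0), Mitotic Metaphase and Anaphase (-16.0) and Separation of Sister Chromatids (-12.9) completed the 5 lowest sets, with 10-week values of -0.30, -0.26 and -0.25. Among the 5 highest were Smooth Muscle Contraction (5.23), G alpha (12/13) signalling (4.69), Sema4D in semaphorin signalling (4.59) and Purine metabolism (3.81), at 10 weeks -0.96, -0.19, -2.46 and -0.11. Tied genes narrow the random medians and enlarge these values. Standardized by the mean in place of the median, the lowest sets were at -3.72 and -4.16 for respiration and -3.67, -3.78 and -3.47 for mitosis, and the named highest sets between 1.32 and 2.15. By the mean of each set, the 10 sets at both extremes had the same sign as by the median, and 6 were still among the 5 highest or 5 lowest.

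Remaining gene groups stayed inside the random range. In all 5 comparisons this held for 12 lists, with medians between -0.07 and 0.07. They were the telomere, monocyte and macrophage, mast cell and basophil, megakaryocyte and platelet, erythroid, B and T lymphoid, dendritic, endothelial and stromal, antioxidant, ROS producer, mTOR, cholesterol synthesis and ribosomal protein lists.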

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

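The test in chemosensory receptor genes was set before its result was seen; the other tests in this part were chosen afterwards. Respiratory genes differed from control in opposite directions at the 2 ages. With M-Pot1a, the median log2 difference of oxidative phosphorylation genes was 0.027 at 10 weeks and -0.036 at 60 weeks, and that of mitochondrially encoded genes was 0.097 and -0.102. The difference between ages was not tested against replicates, as each age had 1 array per group; among random lists it was at percentile 0.14 for oxidative phosphorylation and 1.06 for mitochondrially encoded genes. No explanation was tested for it.

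The first pattern weighed was the split of Xist and Y-linked transcripts by age. Loss of the Y chromosome with age is argued against, since the lowest 60-week Xist value was 5.81 log2 units above the highest 10-week value. Swapped age labels are argued against too, since the smaller of the 2 HSC ageing list medians at 60 weeks was 0.80. Male donors at 10 weeks and female donors at 60 weeks may account for the split: genes that escape X inactivation (Kdm6a, Kdm5c, Ddx3x and Pbdc1) had a median difference of 0.41 over both treatments, although Ddx3x was at -0.14 in controls and 0.00 with M-Pot1a. Which genes differ with age and which with sex stays open, because each age held a single pattern.

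The next pattern was that the 10-week control array stood apart. It had 71 genes at least 1.5-fold away from all 4 other arrays, against 4 for M-Pot1a and 18 for dOB-Pot1a at 10 weeks. The mean 10-week difference of both Pot1a proteins correlated across genes with the 60-week M-Pot1a difference at -0.0695. This gave no sign of an effect of both proteins on most genes whatever the age. An effect on few genes would hardly change a correlation over all genes, so it is not argued against. A measurement difference across the whole array may contribute: in 1390 olfactory and vomeronasal receptor genes, which blood cells hardly express, the mean squared difference from control was 1.58 times that between the M-Pot1a and dOB-Pot1a arrays (SD 0.103), and over all genes 1.75 times. A response of young cells shared by both proteins stays open, untested.

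The last pattern was the higher interferon response with both proteins. A low 10-week control array as the whole cause predicted a 60-week median inside the random range, since that comparison does not use it. The 60-week median was 0.077 at percentile 99.96 of random lists. At 60 weeks, 4 of 32 lists lay below the random range and 4 above it. Random lists do not allow for genes that vary together, and 60 weeks had 1 pair of arrays, so a low control array could not be excluded. The median of M-Pot1a against dOB-Pot1a, -0.012, gave no sign of a need for the OB-fold domains. With a low control array there may be no effect at 10 weeks whose need could be tested, so no conclusion is drawn. Bacterial endotoxin carried over with the proteins could not be excluded, as the NF-kB and endotoxin list had a highest median of 0.040, in dOB-Pot1a, and 0.00 in both M-Pot1a comparisons. An effect of the Pot1a part of the proteins stays open as a biological explanation, untested.

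Probe sets without exactly 1 gene symbol were not used in the comparisons, and some of them differed at least 2-fold past the same level filter. There were 43 in M-Pot1a against control at 10 weeks, 37 in the same comparison at 60 weeks, 45 in dOB-Pot1a against control, 77 in 60-week against 10-week control and 13 in M-Pot1a against dOB-Pot1a.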

How the results depend on the processing

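The comparisons of M-Pot1a arrays across ages and against dOB-Pot1a, and the one without chromosomes X and Y, were added after seeing the data. Counts of 2-fold genes are given in the order M-Pot1a at 10 weeks, M-Pot1a at 60 weeks, dOB-Pot1a, age, and M-Pot1a against dOB-Pot1a (13, 19, 22, 118 and 6). They were 148, 102, 214, 516 and 75 at 1.5-fold, 53, 59, 62, 183 and 19 without the level filter, and 1, 1, 8, 62 and 1 with the filter at percentile 75, as more or fewer genes could qualify. With the mean of the 10-week control and dOB-Pot1a arrays as reference they were 3 for M-Pot1a and 73 for age, and between M-Pot1a arrays age gave 76. Median scaling, cyclic loess, quantile normalization and the mean of probe sets kept these counts within 1.5 times, as did leaving out chromosomes X and Y for age. For counts, 21 alternative values stayed within that range and 18 did not.

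List medians shown above as answers to a comparison kept their value within a set spread in 50 alternatives. That spread was the SD of medians from resamples of the list's own members. The interferon median of 10-week M-Pot1a was 0.23 over members at or above the median level, 0.10 against the mean reference and -0.012 against dOB-Pot1a, a reversal. The interferon median for age was 0.63 as a mean and 0.44 with the mean reference. The myeloid median was 0.045 as a mean at 60 weeks and 0 for age between M-Pot1a arrays, and the E2F median of dOB-Pot1a was -0.10 after cyclic loess. Histones at 10 weeks reversed to 0.045 with the mean reference and 0.13 against dOB-Pot1a. HSC ageing genes in M-Pot1a against dOB-Pot1a reversed to -0.019 as a mean and -0.029 over members at or above the median level. For the other list medians, 708 values stayed within that spread, 158 moved and 4 reversed.

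The Spearman correlation was -0.0578 between ages, 0.643 between proteins and -0.362 for 60-week M-Pot1a against age. Over genes at or above the median level the latter correlations were 0.705 and -0.315. In limma, age gave 2 genes with dOB-Pot1a as a control and 0 in the other settings, and M-Pot1a gave 0 in all settings. By the mean, 6 of the 10 most extreme Reactome sets stayed at the extremes. Beyond the filters, the cause was not tested. Leaving out the dOB-Pot1a array cannot change either limma term, since it has a term of its own, and so tests nothing. Leaving out any other array was not run, since the fit with a dOB-Pot1a term would keep no residual degree of freedom. Arrays have no depth; genes near the level filter, where background is a large part of the signal, are the least certain.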

Other observations

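The comparison of ages in the M-Pot1a arrays and of the M-Pot1a differences between ages in this part were chosen after the results were seen. In the M-Pot1a arrays, LT-HSC identity genes had a higher median at 60 than at 10 weeks, 0.13 on the log2 scale at percentile 100 of random lists. Immediate early genes had a median of 0.30 at percentile 100. Mitochondrially encoded genes had a median of -0.14 at percentile 0.06, sort markers one of -0.09, and ribosomal protein genes one of -0.02 at percentile 0.18. Markers of dendritic, endothelial and stromal cells had a median of 0.05 at percentile 98.5 (13 of 23 higher), with H2-Aa at 1.09 but Flt3 at -0.92. Age was accompanied by the Xist and Y-linked pattern here as well. When the 10-week M-Pot1a difference was subtracted from the 60-week one, the median was -0.07 for oxidative phosphorylation genes (percentile 0.14), -0.15 for mitochondrially encoded genes (percentile 1.06), -0.13 for interferon response genes (percentile 0.04) and 0.05 for LT-HSC identity genes (percentile 98.0).

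Single members of other lists also differed between the control arrays. At 60 weeks, Cdkn2c, a cell cycle inhibitor gene, was 6.83 against 5.63 and Kdr, a receptor for vascular endothelial growth factor, 7.14 against 6.12. The ribosomal protein genes Rpl3 and Rpl5 went opposite ways, at -1.08 and 1.08, within a list whose median stayed inside the random range. For both, the 10-week control array stood apart, with log2 values of 9.17 for Rpl3 and 6.02 for Rpl5, while the other 4 arrays had at most 8.46 for Rpl3 and at least 6.80 for Rpl5. Flt3, the receptor of early multipotent progenitors, had log2 values of 6.09, 6.19 and 6.84 for control, M-Pot1a and dOB-Pot1a at 10 weeks, and of 5.09 and 5.26 for control and M-Pot1a at 60 weeks.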
